A study of Homo sapiens with 20 samples. Its data were reported in "Deciphering the interplay between SETD2 mediated H3K36me3 and RNA N6-methyladenosine in clear cell renal cell carcinoma (ccRCC)" (2025).

How the data were processed

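Polyadenylated RNA was sequenced from 786-O cells, a clear cell renal cell carcinoma (ccRCC) line. The 20 libraries fall into 10 groups of 2 per the labels, and the groups form 2 arms. In the CRISPR arm, 786-O WT cells and the SETD2-inactivated clone 786-O SETD2KO–2 (cl2 in the labels) carried either a control guide RNA (Ctrl) or a guide RNA against METTL3, the enzyme that writes N6-methyladenosine (m6A) on RNA. There were 2 METTL3 knockout clones in each background: A1 and A2 in WT cells (786-O METTL3KO) and C1 and C2 in SETD2KO–2 cells (786-O DKO). In the inhibitor arm, the same 2 backgrounds received the METTL3 inhibitor STM2457 at 20 µM for 3 days or the vehicle DMSO. In the inhibitor arm a genotype field of the SETD2KO–2 libraries reads wild type while their titles read cl2. They were grouped by title, and the level of the SETD2 transcript in them is given with the results.

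The authors prepared stranded mRNA libraries, sequenced them as paired ends, aligned the reads with STAR and counted them per gene with HTSeq. The deposited values used here are raw counts per gene and library, whole numbers with no normalization. Beside them the authors gave log2(FPKM + 1) and the same value scaled by the upper quartile. The log2 columns served only as a check on the counts. Over 10380 genes, the ratio of FPKM to count was the same in every library apart from 1 factor per library (widest log2 deviation 3.6e-15). The genome build, the annotation release and the strand setting of the counting are not stated, so no coordinates are given and genes that overlap another gene or lie antisense to one are uncertain. The study normalized its RNA-seq with bacterial spike-in factors, which were not used here. A change in the total mRNA content per cell is therefore invisible in these values.

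The tables hold 60483 versioned Ensembl gene IDs, of which 39328 had at least 1 count in at least 1 library; every line names a gene. Gene symbols came from a table of human gene names. It matched 56366 of the IDs (93.2%), and the unmatched IDs took at most 0.128% of any library's counts. Library totals ran from 13.6 to 33 M counts (median 22.3 M), and 7 of the 20 libraries were under 20 M. A gene with 0 counts in a group was given a floor of 3 counts over that group's libraries. Such floors cover counting error only, because amplified reads without molecular identifiers are not independent molecules.

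Counts were fitted with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, filterByExpr) in R 4.3.3, separately for the 12 libraries of the CRISPR arm and the 8 of the inhibitor arm. Each arm had 4 conditions, with the clones of one background pooled. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 over all genes tested together with an absolute log2 fold change of at least 0.5. That fold change is the one the study used, there with a p-value not described as adjusted. All adjusted p-values for single genes come from this test unless another is named. Single-library values are CPM on TMM-scaled library sizes, and log2 CPM used a prior count of 2. The 8 comparisons were the 4 METTL3 contrasts, the 2 SETD2 contrasts between control libraries, and the difference of the METTL3 effect between SETD2KO–2 and WT cells, once for knockout and once for STM2457. Since no comparison had 3 or more libraries on each side, the counts of called genes were not set against other splits of the libraries.

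The test was run on simulated counts drawn from the means and library sizes of the real libraries, with 200 genes changed by known amounts. It recovered 61% of the changed genes for METTL3KO, 64.5% for DKO (18301 genes simulated each), 84.5% for STM2457 in WT cells and 88% in SETD2KO–2 cells (17330 genes simulated each). False calls made up 3.9%, 3.7%, 10.6% and 7.4% of the calls in that order. Unchanged genes had an unadjusted p under 0.05 in 4.7%, 5%, 4.9% and 4.5% of cases. The simulated knockout libraries of a background were independent draws without clones. The rates for METTL3KO and DKO therefore do not cover differences between clones. In a simulation of STM2457 in SETD2KO–2 cells, a list of 30 genes raised by 0.5 on the log2 scale was detected by both camera and fry. Of 100 unchanged lists, 6 had p under 0.05 with camera and 8 with fry. Genes were drawn independently of each other, so these rates do not cover lists whose genes vary together.

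In each of the 8 comparisons, 12 gene lists were tested (96 tests, adjusted together) with camera in limma 3.58.1 at a preset correlation of 0.01. They were nuclear-encoded respiratory chain subunits (76 genes), the TCA cycle (23), fatty acid oxidation (34), glycolysis and hypoxia response (30), interferon-stimulated genes (37), mitotic cell cycle (32), immediate early genes (21), m6A machinery (19), cytosolic ribosomal proteins (68), the unfolded protein and amino acid response (23), 13 metabolic genes and 7 SETD2-m6A genes. The last 2 lists hold genes that the study names. Of the 13 metabolic genes, 7 were named by the study from these libraries and the others from related SETD2 libraries, so they are not independent evidence here. The lists overlap: 11 of the 13 metabolic genes also belong to the respiratory chain (2), TCA cycle (4) or fatty acid oxidation (5) lists. The Hallmark collection that the study tested was not used here. For the 3 lists whose genes may be named singly (m6A machinery and the 2 study-named lists), p-values were also adjusted over the list alone.

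Genes were named by a rule: METTL3, SETD2 and the members of those 3 lists, and in each comparison the 3 called genes with the largest rise and the 3 with the largest fall among genes with a symbol and a mean of at least 5 CPM over the fit, whose libraries did not overlap between the sides (each clone beyond both control libraries in the CRISPR arm). In addition, the 3 genes in each direction with the largest mean change among those called alike in all 4 METTL3 contrasts were named. This rule, the groups, the tests, the lists and the alternatives below were fixed before the data were examined, except for the alternatives stated to be added.

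Knockout and inhibitor effects were compared as Pearson and Spearman correlations of log2 fold changes across genes, which are not independent replicates. Genes called higher in SETD2KO–2 than in WT cells in one arm were followed in the METTL3 contrast of the other arm, so that list and test shared no control library, against 10000 random lists matched on expression in 20 bins. Where controls were shared, 20 simulations with unchanged groups gave the value expected without any effect.

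The alternatives were DESeq2 size factors or library totals alone in place of TMM, no filter on low counts, 1 fit of all 20 libraries, only the 2 conditions compared, each knockout clone alone, a log2 fold change of at least 1, unadjusted p, the Wald test of DESeq2 1.42.0, the replicate number as a block, each library left out in turn, fry, camera with an estimated correlation, and a one-sided Fisher's exact test among genes called lower. The DMSO libraries of the same background as the control of the knockouts were planned for the counts of called genes. This control for the other results, an offset removing each library's trend on GC content (spline with 5 degrees of freedom) and transcript length (4 degrees of freedom), the count settings for correlations and list shifts, and a fit with each clone as its own condition were added after the data had been seen. Figures were drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.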

Results

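The data comprise 20 RNA-seq libraries of 786-O cells, a ccRCC line, with 2 libraries in each of 10 groups. METTL3 writes m6A on RNA, and SETD2 is a histone methyltransferase that is often lost in ccRCC. The design asks how gene expression responds to METTL3 loss when SETD2 is present or absent. METTL3 was inactivated by CRISPR in 786-O WT cells (786-O METTL3KO, clones A1 and A2) and in SETD2-deficient cells (786-O DKO, clones C1 and C2), each set against cells of the same background that carried a control guide RNA (WT Ctrl and SETD2KO–2 Ctrl). Separately, METTL3 was inhibited with 20 µM STM2457 for 3 days in both backgrounds, against DMSO. Library totals ran from 13.6 M counts (DKO clone C1 replicate 1) to 33 M (METTL3KO clone A2 replicate 2). Within groups, log2 CPM of replicates correlated at r = 0.9879 to 0.9975 across genes. Replicate pairs differed by more than sampling noise in every group (chi-square per degree of freedom 4.06 to 46.98, highest in clone A2). Each library was counted as 1 sample, as labeled. The labels give no sequencing batch, so a batch that follows an arm or a condition cannot be told apart from it.

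The METTL3 transcript (ENSG00000165819.10) was lower in each of the 8 knockout libraries than in both Ctrl libraries of the same background. METTL3 stood at 28.5 and 31 CPM in clone A1, 32 and 41.1 in A2, and 45.4 and 52.2 in WT Ctrl. It was 26.7 and 28.9 CPM in C1, 35.9 and 33.1 in C2, and 42.5 and 47.9 in SETD2KO–2 Ctrl. The means were 33.2 ± 5.49 CPM (SD, n = 4) in METTL3KO against 48.8 ± 4.82 (n = 2), and 31.1 ± 4.11 (n = 4) in DKO against 45.2 ± 3.82 (n = 2). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change of METTL3 was −0.56 (SE 0.17, adjusted p = 0.135) in METTL3KO and −0.54 (SE 0.17, adjusted p = 0.0754) in DKO, so neither was called. Adjusted over the list alone (18 m6A genes tested), the values were 0.0768 and 0.0464. The setting that moved the test most was a fit with each clone as its own condition, in which METTL3 was called in A1 (−0.71, SE 0.14, edgeR adjusted p = 0.00527) and C1 (−0.70, SE 0.14, edgeR adjusted p = 0.00162) but not in A2 (−0.41, edgeR adjusted p = 0.035) or C2 (−0.39, edgeR adjusted p = 0.0569). With the DMSO libraries of WT cells as control, METTL3 in METTL3KO was called (−0.56, edgeR adjusted p = 0.0175). In SETD2KO–2 cells the DMSO mean (40.6 CPM, n = 2) lay closer to DKO (31.1) than the Ctrl mean (45.2) did. METTL3 transcript remained in every knockout library. METTL3 protein was not measured in these data. The study reported for its knockout clones a loss of METTL3 protein by Western blot and lower global m6A by ELISA. The transcript level is therefore no measure of whether the protein was lost. With STM2457, METTL3 was at 53.8 and 54.9 CPM in WT cells (DMSO 50.8 and 46.9) and at 36.7 and 36.1 CPM in SETD2KO–2 cells (DMSO 40.4 and 40.8). Its log2 fold changes there were 0.16 (SE 0.09, edgeR quasi-likelihood adjusted p = 0.224) and −0.16 (SE 0.09, adjusted p = 0.206).

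SETD2 (ENSG00000181555.18) was at 93.2 ± 0.673 CPM in WT Ctrl and 21.9 ± 4.15 CPM in SETD2KO–2 Ctrl (n = 2 each; log2 fold change −2.09, SE 0.26, edgeR quasi-likelihood adjusted p = 0.000387). In DMSO libraries it was at 77.7 ± 2.08 and 25 ± 0.777 CPM (log2 fold change −1.64, SE 0.13, adjusted p = 1.04e-05). All 10 libraries titled as SETD2KO–2 had less SETD2 transcript than any of the 10 WT libraries, including those whose genotype field reads wild type. Among WT libraries SETD2 was lowest in METTL3KO clone A1, at 54.1 and 51.9 CPM. The change in METTL3KO as a whole was not called (log2 fold change −0.49, edgeR quasi-likelihood adjusted p = 0.272).

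**Figure D1:**
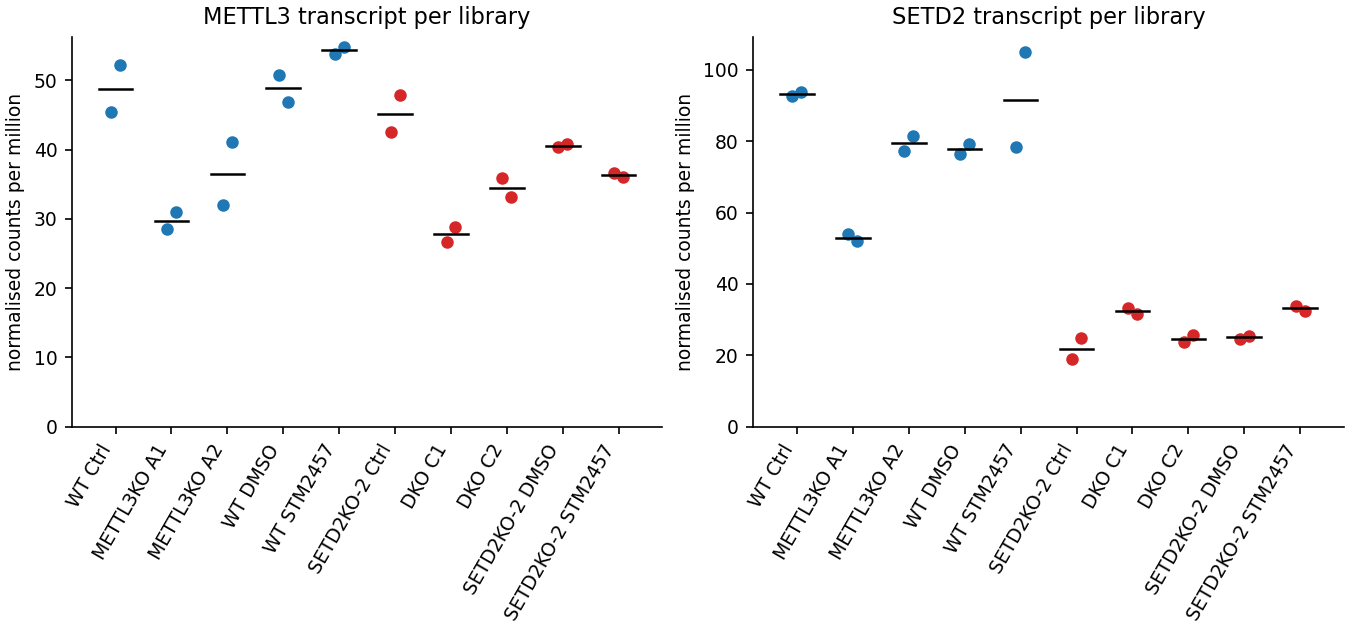
METTL3 (left) and SETD2 (right) transcript in TMM-scaled CPM, 1 point per library and a line at the mean of each group of 2, with WT libraries in blue and SETD2KO–2 libraries in red. METTL3 lies between 26.7 and 41.1 in the knockout libraries and between 42.5 and 52.2 in the Ctrl libraries.

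Far fewer genes were called after METTL3 knockout than after STM2457. Of 18301 genes tested in the CRISPR arm, edgeR's quasi-likelihood test called 213 in METTL3KO against WT Ctrl (53.1% of them higher; 100 lower) and 1254 in DKO against SETD2KO–2 Ctrl (653 higher, 601 lower). Of 17330 genes tested in the inhibitor arm, 4228 were called with STM2457 in WT cells (2395 higher, 1833 lower) and 5026 in SETD2KO–2 cells (2948 higher, 2078 lower). The arms differ in design: the knockout groups pool 2 clones that differ from each other, while the inhibitor groups hold replicates of 1 line. On the thresholds of the study, with p not adjusted, the counts were 2108, 3378, 4929 and 5668. Both knockout counts moved most in the fit with each clone as its own condition, to 4190 genes for A2 and 5276 for C1. Among the other alternatives with adjusted p, the METTL3KO count was highest with the DMSO libraries as control (1543 genes) and the DKO count with clone C1 alone (3552 genes). Without METTL3KO clone A2 replicate 2 the METTL3KO count was 101, and without DKO clone C1 replicate 2 the DKO count was 753. Scaling to library totals alone, which raised the all-gene median of DKO by 0.129 on the log2 scale, turned the DKO split into 995 higher and 336 lower, and the METTL3KO split into 147 and 86. With STM2457 in SETD2KO–2 cells it gave 3404 higher and 1587 lower, so in these 3 comparisons the size of the excess of higher genes depends on the scaling. With STM2457 in WT cells it gave 2331 and 1834, close to the split above. DESeq2 size factors moved the 3 comparisons little. The share of higher genes was then 51.9% in METTL3KO (TMM 53.1%), 51.9% in DKO (52.1%) and 60.6% with STM2457 in SETD2KO–2 cells (58.7%).

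**Figure D2:**
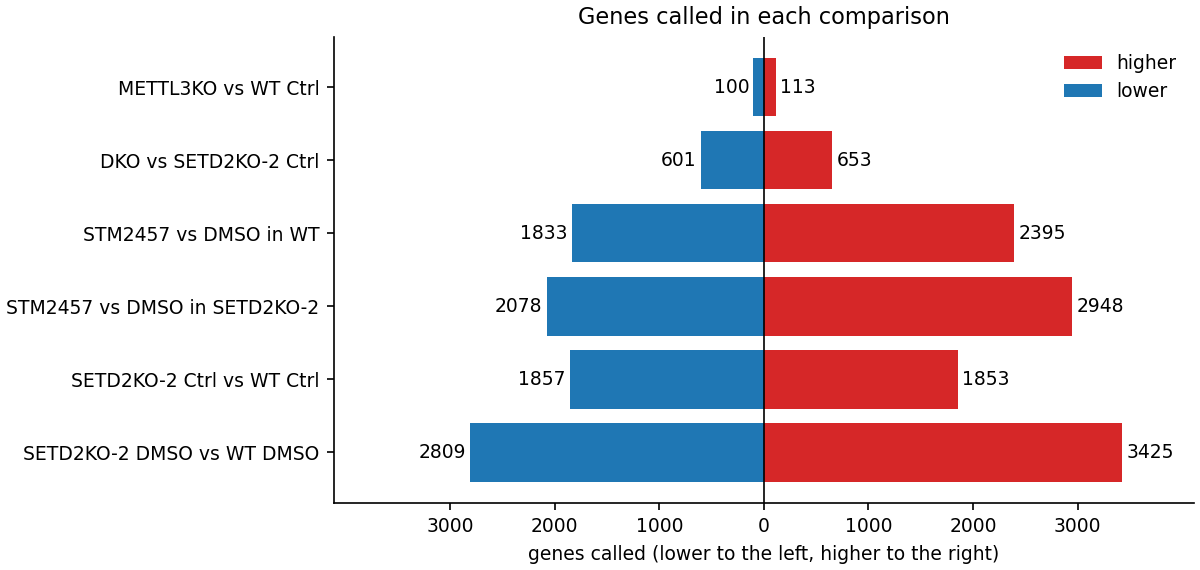
Number of genes called by edgeR in 6 comparisons, lower to the left in blue and higher to the right in red, at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5. METTL3KO has the fewest called genes (213) and SETD2KO–2 DMSO against WT DMSO the most (6234).

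To see how far clones and cell handling alone move expression, the clones and the control libraries were set against each other. In a fit with each clone as its own condition, clone A2 differed from A1 in 3190 genes and C2 from C1 in 4340 genes. Against Ctrl, the same fit called 1406 genes in A1, 4190 in A2, 5276 in C1 and 3128 in C2. The log2 fold changes of A1 and A2 against the same Ctrl libraries correlated at r = 0.47, and simulated clones with no change at all gave 0.53 (0.51 to 0.56 over 20 simulations), because the controls were shared. With A1 set against the Ctrl libraries and A2 against the DMSO libraries of WT cells, r was 0.25. With these controls swapped it was 0.19. For C1 and C2 the value with shared Ctrl libraries was 0.49, against 0.51 (0.49 to 0.53) in unchanged clones. With 1 clone against Ctrl and the other against DMSO it was 0.08 and 0.21. The values with separate controls also carry the differences between Ctrl and DMSO libraries. Of 790 genes called in both A1 and A2 against Ctrl, 696 changed in the same direction. For C1 and C2 these numbers were 1614 and 1490. Shared Ctrl libraries favor the same direction, and changes of single clones lower r. Neither measure therefore settles how far the clones share an effect. In 1 fit of all 20 libraries, 197 genes were called between WT DMSO and WT Ctrl and 1068 between SETD2KO–2 DMSO and SETD2KO–2 Ctrl. In the same fit 876 were called for METTL3KO, 2143 for DKO, 2419 for STM2457 in WT cells and 3163 in SETD2KO–2 cells.

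Genes with large changes in METTL3KO included GBP4 (ENSG00000162654.8), at 11.6 ± 10.5 CPM (SD, n = 4) against 0.939 ± 0.329 (n = 2), log2 fold change 3.59 (SE 0.73, edgeR quasi-likelihood adjusted p = 0.0447). ZNF287 (ENSG00000141040.13) rose from 0.703 ± 0.312 to 5.66 ± 0.224 CPM (log2 fold change 3.04, SE 0.51, edgeR adjusted p = 0.0189). GGT4P (log2 fold change 2.66) is a pseudogene that shares sequence with its paralogs, so its reads are uncertain. The calls of GBP4 and GGT4P were lost without single METTL3KO libraries (adjusted p 0.0595 for GBP4 without A2 replicate 1). HTATIP2 (ENSG00000109854.12) had 1 count in the 4 METTL3KO libraries together and 262 in the 2 WT Ctrl libraries. PLEK2 (ENSG00000100558.7) had 0 counts against 28 and was at least 25.5-fold lower. PTK7 (ENSG00000112655.14) fell from 5.64 ± 0.0643 to 0.185 ± 0.126 CPM (log2 fold change −4.85, SE 0.53, edgeR adjusted p = 0.00103). Each of these genes moved the same way in 4 of 4 METTL3KO libraries relative to both Ctrl libraries, by the rule that selected them.

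In DKO, TSHZ2 (ENSG00000182463.14) was at 30.4 ± 29.5 CPM (SD, n = 4) against 0.353 ± 0.184 (n = 2), with a log2 fold change of 6.48 (SE 1.38, edgeR quasi-likelihood adjusted p = 0.0196). The lincRNA SIRLNT (ENSG00000253802.1) was at 19.9 ± 18.9 against 0.668 ± 0.066 CPM, and its call was lost without either C1 library (edgeR adjusted p = 0.0516 and 0.0664). NRXN3 (ENSG00000021645.16) had 28 counts against 0 and was at least 4.26-fold higher. Against the DMSO libraries of SETD2KO–2 cells, however, the NRXN3 log2 fold change was −0.43. PDGFRB (ENSG00000113721.12) fell from 16.4 ± 2.14 to 0.216 ± 0.0901 CPM (log2 fold change −6.23, SE 0.53, edgeR adjusted p = 0.00036), AIF1L (ENSG00000126878.11) from 53.5 ± 3.92 to 1.29 ± 0.676 CPM (−5.33) and TAGLN (ENSG00000149591.15) from 126 ± 9.28 to 14.8 ± 10.4 CPM (−3.09). All 6 moved the same way in 4 of 4 DKO libraries relative to Ctrl. The 3 falling genes were far lower in SETD2KO–2 DMSO than in SETD2KO–2 Ctrl (PDGFRB 2.28, AIF1L 6.65 and TAGLN 26 CPM). Against DMSO their log2 fold changes in DKO were −3.38 for PDGFRB (edgeR adjusted p = 0.000403), −2.31 for AIF1L (edgeR adjusted p = 0.106) and −0.80 for TAGLN (edgeR adjusted p = 0.197), so only PDGFRB kept its call.

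With STM2457 in WT cells, the largest rises were of 3 interferon-stimulated genes. OAS1 (ENSG00000089127.11) rose from 0.743 ± 0.174 to 27.8 ± 6.38 CPM (n = 2 each; log2 fold change 5.21, SE 0.23, edgeR quasi-likelihood adjusted p = 9.44e-07), OAS2 (ENSG00000111335.11) from 0.435 to 13.7 CPM (4.95) and IFI44L (ENSG00000137959.14) from 0.744 to 20.9 CPM (4.80). EDN2 (ENSG00000127129.8) fell from 6.38 ± 0.0999 to 0.279 ± 0.168 CPM (log2 fold change −4.44, SE 0.29, edgeR adjusted p = 7.18e-06). LINC03061 had 0 counts against 4 (at least 1.42-fold lower) and LCN2 had 1 count against 16. In SETD2KO–2 cells, IL36B (ENSG00000136696.9) rose from 2.18 ± 0.03 to 57.7 ± 0.95 CPM (n = 2 each; log2 fold change 4.72, SE 0.17, edgeR adjusted p = 8.7e-07) and LRG1 (ENSG00000171236.9) from 1.65 to 22.6 CPM (3.77). GSTM4 had 5 counts against 0 (at least 1.71-fold higher). EDN2 fell from 15.4 to 1.99 CPM (−2.92), IGFBP3 (ENSG00000146674.13) from 448 ± 33.3 to 77.1 ± 6.36 CPM (log2 fold change −2.54, SE 0.09, edgeR adjusted p = 8.7e-07) and AIF1L from 6.65 to 1.13 CPM (−2.48). Each gene moved the same way in 2 of 2 treated libraries.

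Against WT cells, SETD2KO–2 cells differed in 3710 genes between Ctrl libraries (1853 higher, 1857 lower) and in 6234 genes between DMSO libraries (3425 higher, 2809 lower). The fold changes of the 2 contrasts correlated at r = 0.74 across 16933 genes. ZNF704 (ENSG00000164684.12) had 0 counts in WT cells in both contrasts and was at least 140-fold higher in SETD2KO–2 Ctrl and at least 122-fold higher in SETD2KO–2 DMSO. NUP210 (ENSG00000132182.10) rose from 0.0789 to 52.3 CPM in the Ctrl contrast, and LINC03061 had 1 count in WT Ctrl against 1381. HLA-DRB1 (at least 100-fold), which belongs to a polymorphic family whose members share reads, and HCP5 (1 count against 872) were the other leading rises in the DMSO contrast. In the Ctrl contrast NRXN3, GSTM4 (ENSG00000168765.14) and TMEM98 (ENSG00000006042.10) had 0 counts in SETD2KO–2 cells, at least 282-fold, 244-fold and 224-fold lower. In the DMSO contrast GSTM4 was at least 329-fold lower, CXCL5 had 2 counts against 2006 and KRT19 had 4 against 1510. Only 1 SETD2KO–2 clone was sequenced, so the contrast compares that clone with WT cells.

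Genes of oxidative metabolism, which the study follows after METTL3 loss in SETD2-deficient cells, were tested as lists with camera. Of 96 list tests, camera called 44 at an adjusted p of 0.05, 14 higher and 30 lower. The alternative that moved this family most was camera with the correlation estimated from the data, under which 0 were called (smallest adjusted p 0.0741) and 12 had an unadjusted p under 0.05. Under fry, 33 of the 44 were also called: 1 of 4 in METTL3KO, 4 of 7 in DKO, 8 of 8 and 6 of 6 for STM2457 in WT and SETD2KO–2 cells, 8 of 8 in the SETD2 contrasts, and 6 of 11 in the differences between backgrounds. Fry called 14 tests that camera did not.

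Nuclear-encoded respiratory chain subunits were lower in DKO, with a median log2 fold change of −0.25 (camera adjusted p = 2.11e-06, fry adjusted p = 0.0978; 68 of 76 genes lower). Single DKO libraries gave medians of −0.52 and −0.37 for clone C1 but 0.06 and −0.20 for C2, and with C2 alone the list was not called (−0.06, camera adjusted p = 0.146). Respiratory chain subunits were higher in METTL3KO (median 0.17, camera adjusted p = 0.000598, fry adjusted p = 0.255; higher in 4 of 4 libraries), but not against the WT DMSO libraries (0.07, camera adjusted p = 0.286). With STM2457 they were lower in SETD2KO–2 cells (−0.37, camera adjusted p = 1.76e-08, 2 of 2 libraries) and in WT cells (−0.23, camera adjusted p = 0.00124, 2 of 2 libraries). TCA cycle genes were lower in DKO (−0.26, camera adjusted p = 0.000125, 4 of 4 libraries) and with STM2457 in SETD2KO–2 cells (−0.31, 0.0161, 2 of 2 libraries). They were not called in METTL3KO (0.04, 0.784) or with STM2457 in WT cells (−0.20, 0.163, although fry gave 0.0148). Against the DMSO libraries the respiratory chain median in DKO was −0.15 (camera adjusted p = 0.0075). The TCA call in DKO was lost with the DMSO control (−0.20, camera adjusted p = 0.0642). Fatty acid oxidation genes were not called in METTL3KO (0.13, camera adjusted p = 0.326) or DKO (−0.05, 0.667; 0.08 with library totals). They were lower with STM2457 in WT cells (−0.24, 0.0405, 2 of 2 libraries) and not called by camera in SETD2KO–2 cells (−0.15, 0.219). Fry called them lower in SETD2KO–2 cells as well (fry adjusted p = 0.00604). By Fisher's exact test among genes called lower at adjusted p, the respiratory chain was not enriched in DKO (4 genes, adjusted p = 0.766) or with STM2457 in SETD2KO–2 cells (16 genes, adjusted p = 0.108).

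**Figure D3:**
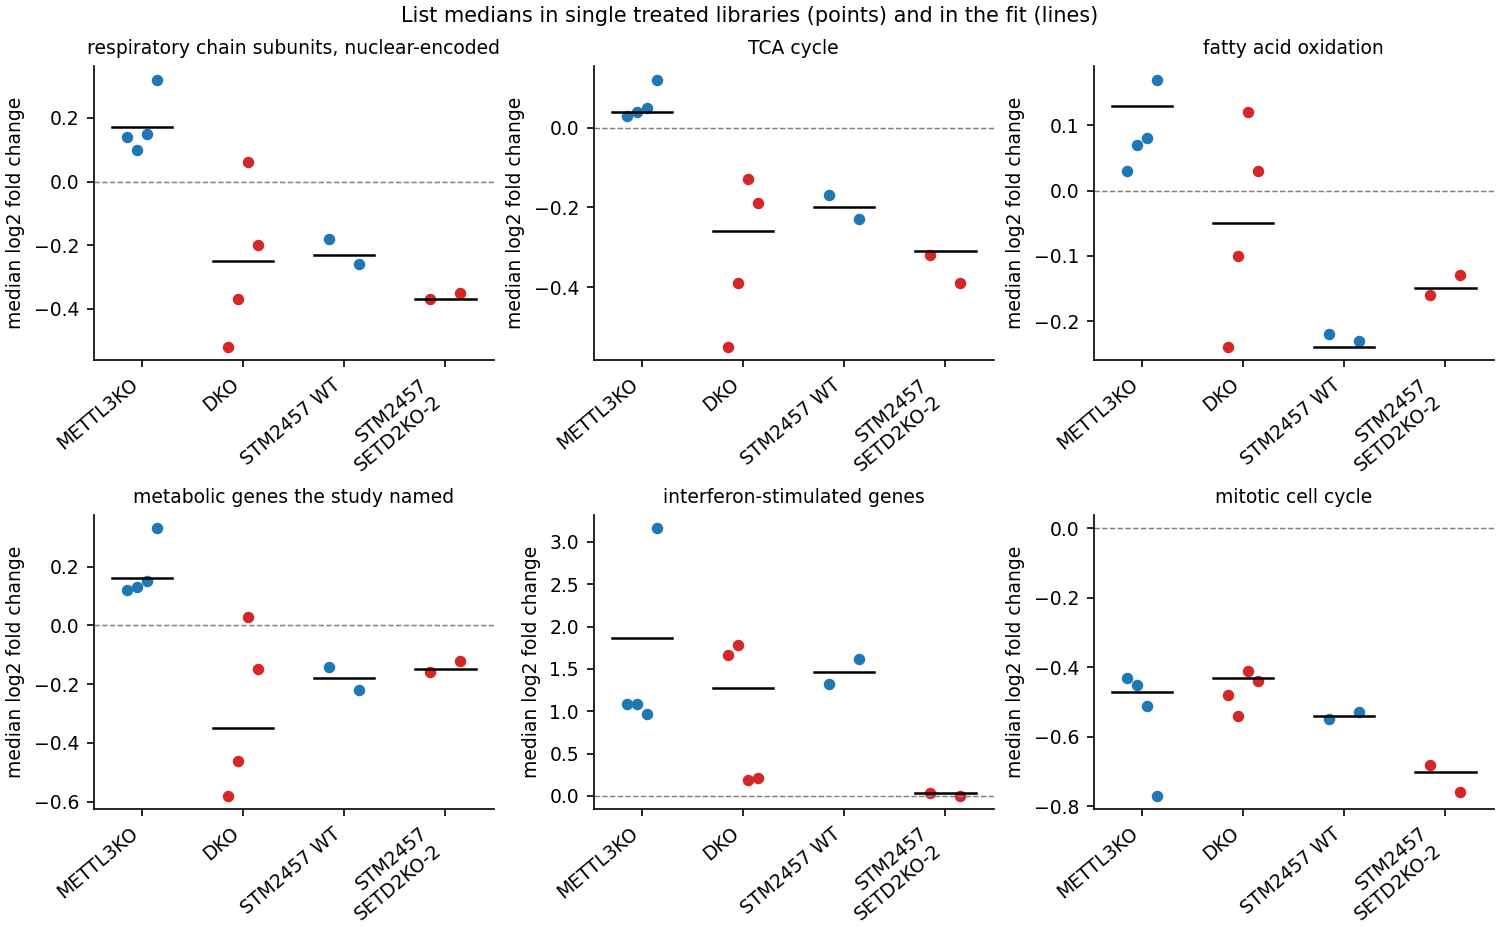
Median log2 fold change of 6 gene lists against the controls of the same background, 1 point per treated library (METTL3KO in the order A1, A1, A2, A2 and DKO in the order C1, C1, C2, C2) and a line at the median in the fit, with WT in blue and SETD2KO–2 in red; vertical scales differ between panels. The respiratory chain panel shows all 4 METTL3KO libraries above 0 and 3 of 4 DKO libraries below 0.

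Among the 13 metabolic genes that the study named, 12 were higher in SETD2KO–2 Ctrl than in WT Ctrl and 11 were lower in DKO than in SETD2KO–2 Ctrl. Both tallies use the same SETD2KO–2 Ctrl libraries, which favors opposite signs without any effect, and the study chose genes with this pattern. In the first contrast 4 genes were called (DLST 0.70, SLC25A5 0.83, COX4I1 0.73 and ISCA1 0.75 on the log2 scale), and 9 passed 0.05 adjusted over the list alone. In the DMSO contrast 6 were called higher. In DKO only SLC25A5 (ENSG00000005022.5) was called, with a log2 fold change of −0.65 (SE 0.15, edgeR quasi-likelihood adjusted p = 0.0245, lower in 4 of 4 libraries). Adjusted over the list alone, 4 genes of the 13 passed in DKO (SLC25A5, SUCLA2, NDUFA7 and DLST). SUCLA2 (−0.64, SE 0.18, edgeR adjusted p = 0.0546) and NDUFA7 (−0.66, SE 0.19, edgeR adjusted p = 0.0593) came close to a call. With STM2457 in SETD2KO–2 cells, FH (−0.59, SE 0.08, edgeR adjusted p = 0.000335) and DLST (−0.56, SE 0.10, edgeR adjusted p = 0.00183) were called lower and ISCA1 higher (0.66), and 5 of the 13 genes passed adjusted over the list alone. With STM2457 in WT cells, ECI1 (−0.53, SE 0.09, edgeR adjusted p = 0.00191) and EHHADH (−0.57, SE 0.13, edgeR adjusted p = 0.00715) were called lower, and 8 of the 13 passed adjusted over the list alone. SLC25A5 stood at 656 and 672 CPM in SETD2KO–2 Ctrl, 371 to 482 in DKO, and 416 and 435 in SETD2KO–2 DMSO. Against the DMSO libraries its change in DKO was 0.00, and SETD2KO–2 DMSO differed from WT DMSO by 0.03. As a list the 13 genes had a median of −0.35 in DKO (camera adjusted p = 0.0069; −0.23 and 0.0226 against the DMSO libraries), 0.16 in METTL3KO (0.138), and −0.18 (0.267) and −0.15 (0.326) with STM2457 in WT and SETD2KO–2 cells. Single DKO libraries gave −0.58 and −0.46 for C1, and 0.03 and −0.15 for C2.

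Of the 7 SETD2-m6A genes, 5 were called higher in SETD2KO–2 Ctrl and 7 in SETD2KO–2 DMSO than in the matching WT cells, with list medians of 1.12 and 1.76 (camera adjusted p = 2.08e-05 and 1.57e-11). Under METTL3 loss the list medians were 0.53 in METTL3KO, 0.15 in DKO, and 0.38 and 0.31 with STM2457 in WT and SETD2KO–2 cells. Camera called none of them (adjusted p from 0.0537 to 0.913), while fry called the list higher in METTL3KO and with STM2457 in both backgrounds (adjusted p = 0.00631 each) but not in DKO (0.695). Against the DMSO libraries the DKO median was −0.38 (camera adjusted p = 0.0089), the opposite direction. DNMT3B alone was called lower in DKO (−0.82, SE 0.19, edgeR quasi-likelihood adjusted p = 0.0268), a call lost without C1 replicate 2 (0.0536) or C2 replicate 2 (0.0515). With STM2457 in WT cells, 3 of the 7 genes were called higher and 2 lower (LY96 −1.10 and DNMT3B −0.53). In SETD2KO–2 cells STM2457 gave 3 called higher and 0 lower, and DNMT3B was at 0.31, not called. Of 18 m6A machinery genes tested, 0 were called in METTL3KO or DKO (0 and 4 passed adjusted over the list alone), but 8 in each background with STM2457 (7 higher, 1 lower). Leading m6A genes with STM2457 in WT and SETD2KO–2 cells were RBM15B (1.15 and 1.16 on the log2 scale), YTHDF2 (1.09 and 1.26) and RBM15 (0.99 and 1.02), and IGF2BP2 fell (−0.76 and −1.14). The list median was −0.03 and 0.13 in the knockouts (camera adjusted p = 0.954 and 0.666) and 0.35 and 0.32 with STM2457 (0.002 and 0.00616).

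Mitotic cell cycle genes were lower in all 4 METTL3 contrasts, with medians of −0.47 in METTL3KO, −0.43 in DKO, and −0.54 and −0.70 with STM2457 in WT and SETD2KO–2 cells (camera adjusted p = 5.86e-18, 6.56e-09, 3.11e-10 and 4.79e-16; lower in each of the 12 treated libraries). The DKO value depends on the control: SETD2KO–2 DMSO was itself at −0.27 against SETD2KO–2 Ctrl, and against DMSO the DKO median was −0.19 and not called (camera adjusted p = 0.0642). Interferon-stimulated genes were higher in METTL3KO (median 1.86, camera adjusted p = 5.34e-14, fry adjusted p = 0.151, 4 of 4 libraries), in DKO (1.28, camera adjusted p = 0.000102, fry adjusted p = 0.317, 4 of 4 libraries) and with STM2457 in WT cells (1.46, camera adjusted p = 3.77e-36), and were not called with STM2457 in SETD2KO–2 cells (0.03, 0.656). With clone C2 alone the DKO median of interferon-stimulated genes was 0.16 (camera adjusted p = 0.393). Against the DMSO libraries it was 0.56 and not called (camera adjusted p = 0.111), with both C2 libraries lower than SETD2KO–2 DMSO (−0.30 and −0.31). Without clone A2 replicate 2 the METTL3KO median was 1.01. Cytosolic ribosomal protein genes had medians of −0.03 (camera adjusted p = 0.607), −0.30 (5.41e-09), −0.45 (6.83e-18) and −0.71 (3.41e-40) in METTL3KO, DKO, and STM2457 in WT and SETD2KO–2 cells. Fry did not call the ribosomal list in DKO (adjusted p = 0.0773), where single libraries gave −0.56 and −0.38 for C1 and 0.01 and −0.29 for C2, and against the DMSO libraries the DKO median was −0.08 (camera adjusted p = 0.0466). Glycolysis and hypoxia genes were lower in each (−0.12, −0.38, −0.38 and −0.30; camera adjusted p = 0.00554, 7.4e-05, 0.000758 and 1.36e-05), and fry did not call the first (adjusted p = 0.0527). Immediate early genes were called only with STM2457 in WT cells (0.43, camera adjusted p = 0.00554), and the unfolded protein and amino acid response in none of the 4 by camera (medians from −0.23 to 0.07). Fry called the latter list with STM2457, lower in WT cells (median −0.20, fry adjusted p = 0.0208) and higher in SETD2KO–2 cells (0.07, fry adjusted p = 0.00467). Against the DMSO libraries camera called it lower in METTL3KO (−0.43, camera adjusted p = 0.000159). Across the 4 METTL3 contrasts, 17 genes were called in the same direction, 14 higher and 3 lower, where independent calls would give 0.1 and 0 of 16933 genes. The leading ones by mean log2 fold change were ZFYVE28 (2.81), FAM43A (2.61) and CYP1A1 (2.36) upward and AKAP12 (−1.06), SPC25 (−0.92) and HMGB2 (−0.80) downward. The 4 contrasts are not independent, since calls in each arm share a fit.

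Knockout and inhibitor effects were compared across the 16933 genes tested in both arms, which share no library. Pearson's r was 0.32 (Spearman's rho 0.36) in WT cells and 0.48 (rho 0.48) in SETD2KO–2 cells. Effects crossed between backgrounds gave 0.24 (WT knockout with SETD2KO–2 inhibitor) and 0.30 (SETD2KO–2 knockout with WT inhibitor). Within an arm, STM2457 effects in the 2 backgrounds correlated at 0.52 (17330 genes) and knockout effects at 0.12 (18301 genes). The no-filter setting moved these values most, to 0.09 in WT and 0.16 in SETD2KO–2 cells. In WT cells 101 genes were called by both knockout and inhibitor in either direction, where independent calls would give 50.7, and 89 of them changed in the same direction. In SETD2KO–2 cells 700 were called by both, against 355.4 for independent calls, and 680 of them changed in the same direction.

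**Figure D4:**
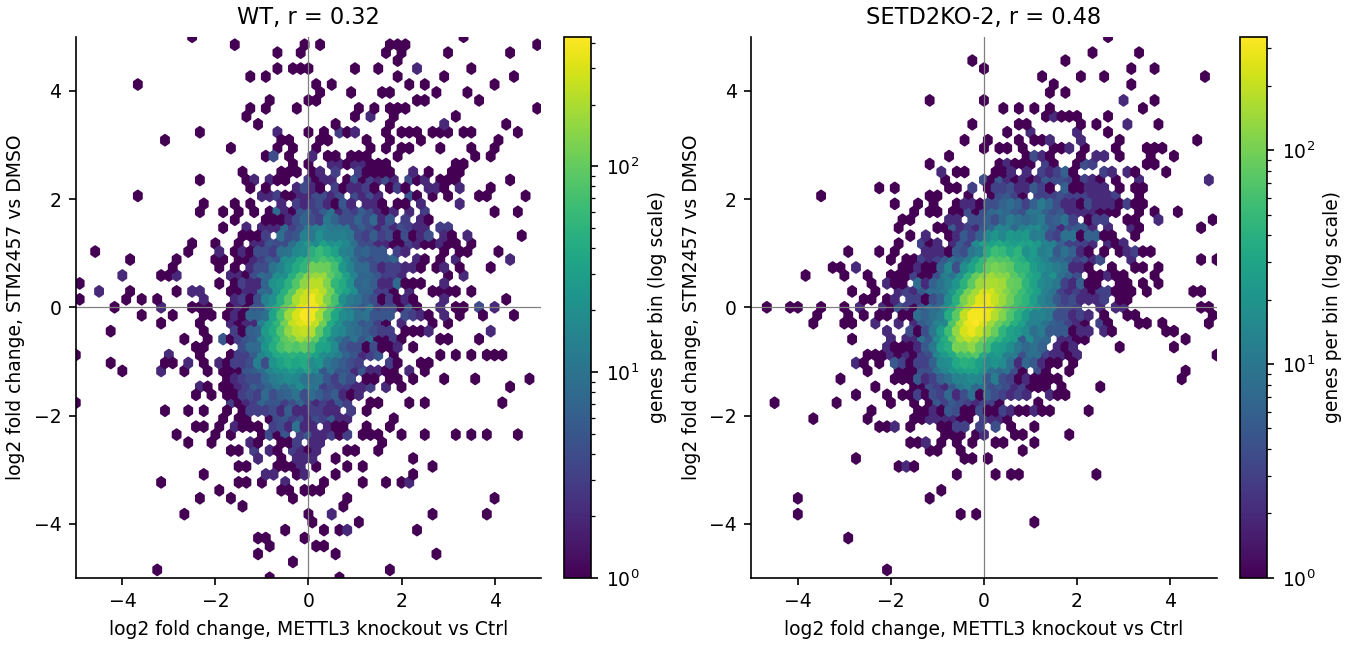
Log2 fold change with METTL3 knockout (horizontal) and with STM2457 (vertical) for 16933 genes in WT (left) and SETD2KO–2 (right) cells, colored by the number of genes per bin on a log scale; 67 and 30 genes lie outside the axes. Pearson's r is 0.32 on the left and 0.48 on the right.

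The design also asks whether genes raised in SETD2-deficient cells fall when METTL3 is lost. Of the genes called higher in SETD2KO–2 DMSO than in WT DMSO, the 3320 that were also tested in the CRISPR arm had a median log2 fold change of 0.20 in DKO, with 37% below 0 (66 called lower, 216 called higher). Random lists matched on expression had a median of 0.07 (95% between 0.05 and 0.09), and 10000 of 10000 were lower than the observed list. In METTL3KO the same list had a median of 0.20 (random lists 0.01). Of the genes called higher in SETD2KO–2 Ctrl, the 1786 also tested in the inhibitor arm had a median of 0.18 with STM2457 in SETD2KO–2 cells, with 37.8% below 0 (175 called lower, 478 called higher; random lists −0.01, between −0.04 and 0.02), and 0.27 in WT cells. Where list and test shared their control libraries, the values went both ways. A list from the Ctrl contrast had a median of −0.07 in DKO, and simulated DKO groups with no change gave −0.09 (−0.11 to −0.08). The list from the DMSO contrast had 0.14 with STM2457 in SETD2KO–2 cells, where simulated groups with no change gave −0.03. With the DMSO libraries as control of the knockout, the list from the DMSO contrast had −0.14, for which no simulation was made, and the list from the Ctrl contrast, which then shared no control, had 0.07.

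**Figure D5:**
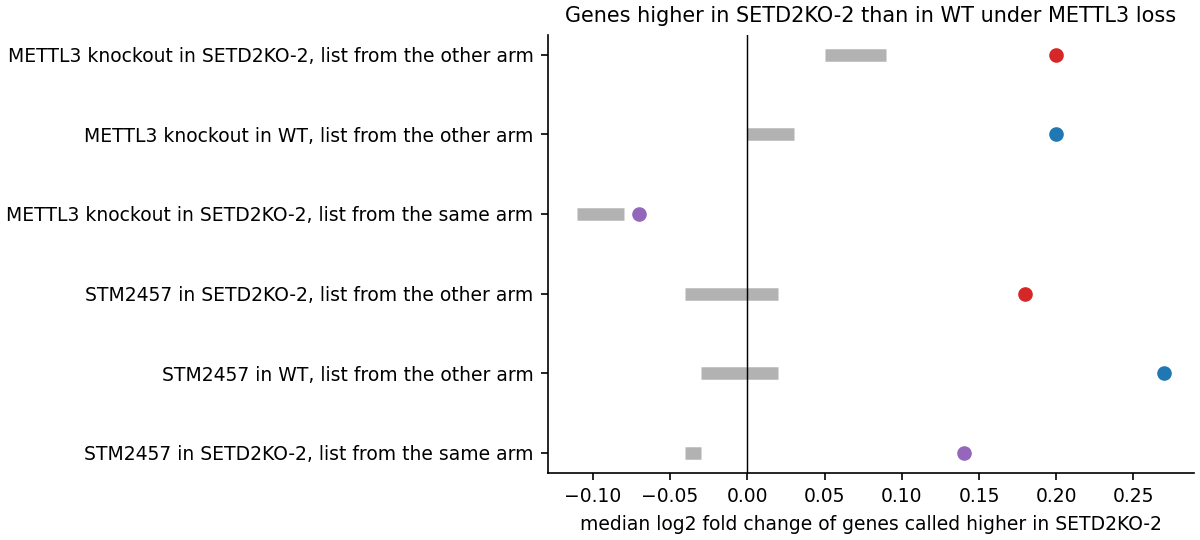
Median log2 fold change under METTL3 loss of the genes called higher in SETD2KO–2 than in WT cells (points; red in SETD2KO–2, blue in WT, purple where list and test share controls); gray bars span the central 95% of matched random lists or, for purple points, the range of 20 simulations without change. Lists from the other arm lie between 0.18 and 0.27, above their random lists.

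Whether the METTL3 effect differs between backgrounds was tested as a difference of fold changes. The knockout effect differed in 232 genes (120 higher and 112 lower in SETD2KO–2 than in WT) and the STM2457 effect in 1132 (530 higher, 602 lower). With library totals alone, which raised the all-gene median of the knockout difference by 0.132, the splits were 175 and 106, and 692 and 411. In the fit of all 20 libraries, whose gene-wise spread includes the differences between clones, the STM2457 difference had 12 genes. Without DKO clone C2 replicate 1 the knockout difference had 609. As lists, the respiratory chain (−0.42, camera adjusted p = 2.22e-10, fry adjusted p = 0.0607), TCA cycle (−0.30, camera adjusted p = 0.00124, fry adjusted p = 0.025) and the 13 metabolic genes (−0.46, camera adjusted p = 0.00113, fry adjusted p = 0.0335) had a lower knockout effect in SETD2KO–2 than in WT cells. The knockout difference of fatty acid oxidation was not called (−0.13, camera adjusted p = 0.326). For STM2457 the difference was −0.13 for the respiratory chain (camera adjusted p = 0.00318, fry adjusted p = 0.0924; −0.05 and 0.179 after removal of GC and length trends) and not called for the TCA cycle (−0.13, 0.269), fatty acid oxidation (0.04, 0.353) or the 13 metabolic genes (−0.01, 0.85).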

Values the study reported

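For 786-O DKO against SETD2KO–2 Ctrl cells, the study reported 1691 upregulated and 1081 downregulated genes. STM2457 was used at 20 µM for 3 days and was reported to affect more genes, with a similar modest excess of upregulated ones. For SETD2 inactivation in 786-O cells, in other libraries than those analyzed here, the study reported 4628 upregulated and 4567 downregulated genes.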

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

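The tests of GC content and gene length, of the DMSO libraries as control for lists and single genes, of depth, of labels, of counting noise and of a ceiling were chosen only after the results were seen; the fits with 1 clone and the counts of genes with the DMSO control were planned, but their use as tests of these patterns was not.

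A rule for samples far from the others marked 3 of 44 groups of 4 knockout libraries, where chance alone would mark 2.2. Each concerned METTL3KO clone A2 replicate 2. Its interferon-stimulated genes had a median log2 change of 3.16 against WT Ctrl, while the other METTL3KO libraries had 1.08, 1.09 and 0.97 (gap over range 0.945). The gap stayed at 0.904 after removal of GC and length trends and at 0.972 after every library was thinned to 13.6 M counts. Outside this list, the library's deviation from the arm mean correlated at 0.76 with that of A2 replicate 1 and at no more than 0.14 with any other library, which argues against a mislabeled library. A difference in culture between the 2 A2 libraries stays open and was not tested. The 13 metabolic genes had a median of 0.33 in the same library against 0.12, 0.13 and 0.15 (gap over range 0.857). Removal of GC and length trends brought this ratio to 0.446, so such a trend could account for the gap, while thinning left it at 0.967. HTATIP2 was marked with a ratio of 1 because 1 count in this library was the only HTATIP2 count in the 4 METTL3KO libraries together, as counting noise would give.

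The METTL3 knockout effect differed between SETD2KO–2 and WT cells in 232 genes by a test of the difference, and the STM2457 effect in 1132. After removal of GC and length trends, 225 and 1010 of these were called with the same sign, which argues against such trends as their source. With the DMSO libraries as control, 101 of the 232 were called and 99 were called with the same sign. For these 99 the Ctrl libraries are therefore not the only source. That comparison uses the same 8 knockout libraries, so it does not bear on differences between the clones. The other 133 include calls in the opposite direction, whose sign depends on the control. For the rest of the 133, an effect of the Ctrl libraries cannot be told apart from one of METTL3, since a gene can miss a call with either control. The difference also carries the differences between clones, and each background has only 2 knockout clones.

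The knockout effect was lower in SETD2KO–2 than in WT cells for the respiratory chain (median difference −0.42), the TCA cycle (−0.30) and the 13 metabolic genes (−0.46). For the respiratory chain the difference was −0.35 after removal of GC and length trends, −0.20 with the DMSO control, −0.58 with clone C1 only and −0.25 with clone C2 only, called each time by camera. Taken singly, none of these explanations therefore accounts for the whole difference, but they were not tested together. With clone C2 only, the respiratory chain was not called lower in DKO itself. That value thus rests in part on the rise in METTL3KO (0.17), which was not called with the DMSO control. For the 13 metabolic genes the same tests gave −0.38, −0.40, −0.76 and −0.29, again called each time. The study named part of this list from these libraries, as genes that fall after METTL3 loss in SETD2KO–2 cells. That choice favors a negative difference in each of these tests, so the list is not independent evidence. For the TCA cycle they gave −0.25, −0.21, −0.48 and −0.26, and the value with the DMSO control was not called (camera adjusted p = 0.0979), so a contribution of the Ctrl libraries cannot be told apart there. The respiratory chain call was not held by fry (adjusted p = 0.0607). Dependence of the METTL3 effect on SETD2 and a difference between the clones of the 2 backgrounds both stay open.

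For interferon-stimulated genes the knockout difference was −0.79. It was −0.95 after removal of GC and length trends and −1.92 with the DMSO control. With clone C2 only it was −1.69, but with clone C1 only −0.20 (camera adjusted p = 0.814), so clone C2 could be its source. Without METTL3KO clone A2 replicate 2 the median difference was 0.19 (camera adjusted p = 0.567), the opposite direction, and fry did not call the list (adjusted p = 0.627). For cytosolic ribosomal proteins the difference was −0.25, and −0.14 after removal of GC and length trends. It was 0.00 with the DMSO control and −0.06 with clone C2 only (camera adjusted p = 0.056), against −0.38 with clone C1 only, so the Ctrl libraries or clone C1 could be its source.

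The STM2457 effect differed between the backgrounds for 6 lists, with 1 line per background. Interferon-stimulated genes had a median difference of −1.44, and −1.48 after removal of GC and length trends. In SETD2KO–2 cells their level with DMSO was already 1.62 above WT DMSO on the log2 scale, near the 1.45 of WT cells with STM2457. A ceiling on these genes is argued against, since DKO clone C1 stood 1.12 above SETD2KO–2 DMSO. Immediate early genes (−0.60), ribosomal proteins (−0.28), mitotic genes (−0.21) and the unfolded protein and amino acid response (0.15) had −0.51, −0.17, −0.14 and 0.21 after removal of those trends, all still called by camera. The mitotic difference was not called by fry (adjusted p = 0.0762). For the respiratory chain the difference of −0.13 fell to −0.05 (camera adjusted p = 0.179), so GC content or gene length could account for it. Whether the remaining differences come from SETD2 or from the history of the clone was not tested.

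Single genes named for a different knockout effect were HTATIP2 (log2 difference 8.80), PLEK2 (6.97), NRXN3 (6.57), PDGFRB (−5.22), TFCP2L1 (−3.97) and CLU (−3.75). The fitted values of HTATIP2, PLEK2 and NRXN3 depend on the prior count, because a group has 0 counts or 1. All 6 of 6 were called with the same sign after removal of GC and length trends, and 4 of 6 with the DMSO control (HTATIP2, PLEK2, PDGFRB and CLU), while for NRXN3 and TFCP2L1 a part of the Ctrl libraries stays open. Genes named for a different STM2457 effect were LCN2 (3.62), KRT19 (3.01), CHST9 (2.92), OAS2 (−4.37), OAS1 (−4.13) and OASL (−3.73), and 6 of 6 were called after removal of those trends. LCN2 and KRT19 rest on few counts in 1 background.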

How the results depend on the processing

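Most alternatives were planned; the offset for GC content and length, the DMSO control outside the counts of genes, the count settings for correlations and list shifts, and the fit with each clone as its own condition were chosen after seeing the data. Among results that answer a comparison, 336 values under other settings kept their direction and side of the threshold, 55 moved, 33 became weaker, 11 stronger and 2 reversed, and with 1 library left out 195 were the same and 23 moved. A direction counts as reversed only where the value was called in either setting. Where a change is given below without a reason, the cause was not tested.

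The METTL3 transcript passed the adjusted threshold in the fit of all 20 libraries (log2 fold change −0.55 in METTL3KO and −0.52 in DKO), in METTL3KO with the DMSO control (−0.56) and in DKO with clone C1 only (−0.66). With each clone as its own condition, it passed both thresholds in A1 (−0.71) and C1 (−0.70). It stayed negative in each fit without 1 library.

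Counts of called genes depended on the setting more in the knockouts than with STM2457. METTL3KO (213) had 828 genes by the DESeq2 Wald test, 1543 with the DMSO control, 876 in the fit of all 20 libraries, 324 with clone A1 only, 1420 with A2 only, 1018 without the filter and 2108 by unadjusted p. It had 139 at a log2 fold change of at least 1, 103 with only the 2 conditions compared, and from 101 (without A2 replicate 2) to 146 across fits that each left out 1 library. Every such fit has fewer samples. DKO (1254) had 1894, 2459 and 2143 in the first 3 of these settings, 3552 with clone C1 only, 3378 by unadjusted p, 563 at the larger fold change and 477 with only the 2 conditions. It had from 753 (without C1 replicate 2) to 1743 (without C2 replicate 1) with 1 library left out. SETD2KO–2 against WT Ctrl (3710) had 2376 at the larger fold change, 6407 with only the 2 conditions and 5655 by unadjusted p, and the DMSO contrast (6234) had 3114 at the larger fold change. STM2457 had 2419 genes in WT and 3163 in SETD2KO–2 cells in the fit of all libraries, and 1625 and 2003 at the larger fold change.

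The knockout difference (232) had 1182 genes by the Wald test, 842 with the DMSO control, 663 with the GC and length offset and 1241 in the fit of all libraries. It had 505, 1145, 2654 and 629 with clone A1, A2, C1 or C2 only, 1096 without the filter, 3067 by unadjusted p, and from 156 to 609 (without C2 replicate 1) with 1 library left out. The STM2457 difference (1132) had 12 in the fit of all libraries, 445 at the larger fold change and 2623 by unadjusted p. DESeq2 gave no adjusted p for 2131 genes in METTL3KO and 1422 in DKO. Without the filter, 647 genes were higher and 371 lower in METTL3KO. The replicate number as a block gave 81 genes in METTL3KO and 1.1e2 in the knockout difference. Samples of different groups share only that number: over 45 pairs of groups, correlations of replicate differences ran from −0.63 to 0.73, with 15 over 0.1 and 12 under −0.1. The deposited files number the 2 SETD2KO–2 Ctrl libraries the other way round than the titles used here. That order would turn the sign of the 9 correlations with this group, which include neither end of the range, and would change the block fit; it was not fitted.

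Among the list tests, 11 were called by Fisher's exact test among genes called lower and 0 with the estimated correlation. For the respiratory chain, the adjusted p with the estimated correlation was 0.656 in METTL3KO, 0.601 in DKO, 0.656 and 0.442 with STM2457 in WT and SETD2KO–2 cells, and 0.46 and 0.656 for the knockout and STM2457 differences. Fisher's test gave 0.766 in DKO, 1 and 0.108 with STM2457, and 1 for both differences. Fry lost the call in METTL3KO (0.255), in DKO (0.0978) and in the knockout and STM2457 differences (0.0607 and 0.0924). The median was −0.06 in DKO with clone C2 only, 0.07 in METTL3KO with the DMSO control and −0.05 for the STM2457 difference with the GC and length offset, none called. With 1 library left out, the STM2457 median in SETD2KO–2 cells ran from −0.40 to −0.34 and the STM2457 difference from −0.18 to −0.08. The respiratory chain median ran from −0.33 (without C2 replicate 1) to −0.16 (without C1 replicate 1) in DKO and from −0.47 to −0.32 for the knockout difference.

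For the TCA cycle, the estimated correlation gave 0.344 in DKO, 0.442 with STM2457 in SETD2KO–2 cells and 0.357 for the knockout difference, and Fisher's test gave 0.216, 0.555 and 0.555. With the DMSO control the medians of DKO and of the knockout difference were −0.20 and −0.21, not called. The TCA cycle became called with STM2457 in WT cells under fry (0.0148) and without the filter (median −0.19). Its median with STM2457 in SETD2KO–2 cells ran from −0.38 to −0.32 with 1 library left out, in DKO from −0.39 to −0.22 and for the knockout difference from −0.40 to −0.26. Fatty acid oxidation with STM2457 in WT cells lost its call under Fisher's test (0.329) and the estimated correlation (0.442), with medians from −0.25 to −0.22 across fits without 1 library. Fry called it in SETD2KO–2 cells (0.00604; medians from −0.20 to −0.14) and for the STM2457 difference (0.0484; from 0.02 to 0.08). The 13 metabolic genes lost their call in DKO under Fisher's test (1), the estimated correlation (0.492) and with clone C2 only (median −0.09), and for the knockout difference under the first 2 (0.38 and 0.442). With 1 library left out their medians ran from −0.42 to −0.23 (without C1 replicate 1) in DKO and from −0.50 to −0.30 for the knockout difference. They became called in METTL3KO without the filter (median 0.18) and under fry with STM2457 in WT (0.0148) and SETD2KO–2 cells (0.0208; medians from −0.18 to −0.12).

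Reversed results with the DMSO control were NRXN3 in DKO (−0.43) and in the knockout difference (−0.31), SLC25A5 in DKO (0.00 after rounding) and the SETD2-m6A list in DKO (−0.38). YTHDC2 in SETD2KO–2 against WT Ctrl reversed with the GC and length offset (0.17). The interferon list of the knockout difference had −0.20 with clone C1 only, where camera's direction turned. Of the other values of named genes, 66 were weaker and 962 the same under other settings, and with 1 library left out 11 were weaker, 130 moved and 467 were the same. Of the other list tests, 58 were weaker, 30 stronger and 673 the same under other settings, and with 1 library left out 3 were weaker, 111 moved and 302 were the same.

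The correlation of knockout and inhibitor effects in SETD2KO–2 cells was 0.42 with clone C1 only, 0.35 with C2 only, 0.60 over genes called in at least 1 arm, 0.16 without the filter, and from 0.41 to 0.47 with 1 library left out. In WT cells it was 0.42 with the DMSO control, which the inhibitor effect shares, 0.26 in the fit of all libraries, 0.21 with clone A1 only, 0.42 over genes called in at least 1 arm and 0.09 without the filter, which adds genes of few counts. Genes raised in SETD2KO–2 cells had a median in DKO of 0.32 with library totals alone and 0.39 for the list at a log2 fold change of at least 1. It was −0.14 with the DMSO control and −0.07 for the list from the same arm, where list and test share controls. With STM2457 the median was 0.11 with the GC and length offset, 0.26 with library totals, 0.34 for the list at the larger fold change, and from 0.12 to 0.24 with 1 library left out.

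Alternatives on FPKM values were not run, because counts exist. Leaving out 1 of a group of 2 libraries gives values but no calls. With 2 libraries per group and totals down to 13.6 M counts, changes of genes with few counts, and changes in METTL3KO that differ between its clones, are the least certain.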

Other observations

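The simulation of shared controls and the test of SLC25A5 against the DMSO libraries were chosen only after the results were seen.

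At an adjusted p of 0.05, DKO against SETD2KO–2 Ctrl had 653 genes higher and 601 lower. Both are lower than the values quoted from the study above. By unadjusted p the counts were 2081 and 1297.

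Genes called higher in SETD2KO–2 Ctrl fell in DKO (median −0.07) only when list and test shared the Ctrl libraries. With shared control libraries, simulated DKO groups with no change gave −0.09, so the sharing could account for all of the fall, and lists that shared no control rose. With shared DMSO libraries the values were −0.14 in DKO, for which no simulation was made, and 0.14 with STM2457, so sharing alone does not settle the direction.

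SLC25A5 was the only gene of the 13 metabolic genes called lower in DKO. It was 0.00 on the log2 scale against SETD2KO–2 DMSO, because its level in SETD2KO–2 Ctrl was above that in SETD2KO–2 DMSO. A property of the SETD2KO–2 Ctrl libraries could therefore be the source of its call, and a METTL3 effect that needs the control guide as baseline was not tested.

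The share of counts from mitochondrial genes was 5.35% and 4.86% with STM2457 in WT cells (DMSO 3.74% and 3.63%) and 5.90% and 5.85% in SETD2KO–2 cells (DMSO 4.21% and 4.54%). In METTL3KO it was 4.56% and 4.25% in A1 and 5.18% and 5.12% in A2 (WT Ctrl 4.18% and 3.89%). DKO had 3.57% and 4.0% in C1 and 5.59% and 4.67% in C2 (SETD2KO–2 Ctrl 3.95% and 3.88%). The rise was thus absent from clone C1. Interferon-stimulated genes stood above WT DMSO by 0.35 in WT Ctrl, 1.09 in SETD2KO–2 Ctrl, 1.62 in SETD2KO–2 DMSO, 2.82 in DKO clone C1 and 1.25 in DKO clone C2 on the log2 scale. No explanation was tested for either.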
